A study of Rattus norvegicus with 8 samples.

How the data were processed

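Poly(A) RNA of H9C2 cells in 4 groups of 2 libraries was sequenced with a strand-specific paired-end protocol after 15 cycles of PCR, per the labels' protocols. The authors deposited 1 table, which gives for each gene the total exon reads, unique exon reads and total intron reads of each library as raw counts, with no normalization, per the file headers. The headers name trimmed reads from lanes 1 and 2 and a gene expression export, and the labels name the Rnor_6.0 genome build. The aligner, its version, the annotation and the strand setting of the counting are not given in the sources used here. The table also holds the authors' own pairwise tests with tagwise dispersions, as p-values adjusted for the false discovery rate and signed fold changes, per the file headers. From these columns the genes called in the authors' deposited table and the direction of their fold changes were used, for counts only. Groups were taken from the labels. The second WT library is titled 2 but numbered 3 in its description, and is called replicate 2 here.

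The table holds 32258 features, of which 20259 had exon reads, and 6221 have an exon length of 0. Gene names are those of the table. Of the features, 18462 have a name that is a symbol or synonym in the RefSeq gene table of the GRCr8 assembly, which was used for names only, and 537 of the 549 list symbols were matched. Coordinates are those of the table. The smallest library held 14018785 exon reads, and at this depth CPM of low genes rest on few reads. PCR reads without molecular identifiers are not independent molecules. No pair of libraries had the counts of a duplicate.

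Total exon reads were tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, libraries were scaled by TMM, and the quasi-likelihood test was fitted to all 8 libraries with 1 coefficient per group, which leaves 4 residual degrees of freedom. All 6 pairwise contrasts were tested two-sided, with Benjamini-Hochberg adjustment within each and a threshold of 0.05. The common dispersion was 0.0176, a biological coefficient of variation of 0.133. CPM are TMM-scaled. Fixed lists of pathway genes and cell type markers were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, with adjustment over the 29 lists that had at least 2 members measured. Each test was repeated with a correlation estimated from the data, with which none of the 34 list calls held. A higher correlation does not account for every loss. For cholesterol biosynthesis in S280D against WT the estimate was -0.00896, below the preset 0.01. Its camera adjusted p still went from 5.9e-05 to 0.119. What else made the repeat stricter was not tested, so a lost call does not by itself show correlated genes. For all 34 list calls the median, the mean and the test had the same sign.

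The groups, the test, the lists, the naming rule and the first set of alternatives were fixed before the data were examined. The rule names Ppara, up to 8 genes with the largest increase and 8 with the largest decrease per comparison, and members of the lists described. The genes of the second kind had an adjusted p under 0.05, a mean of at least 1 CPM, both libraries of one group above both of the other, and an assigned symbol. List members named are up to 4 that passed with the smallest adjusted p or, where none passed, up to 2 with the smallest p. Members of the lists of fatty acid uptake, triglycerides and mitochondrial fatty acid oxidation that passed between constructs are named as well. Genes named outside this rule are marked as such, and a few that the rule names are not reported here.

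The alternatives were RLE size factors, no filter on low counts, a filter at 1 CPM in 2 libraries, DESeq2 1.42.0, a fit of only the 4 libraries compared, the replicate number as a block, an added threshold of 1.5-fold, and leaving out each library in turn. A further set was chosen after seeing the data: lane as a covariate, unique exon reads, an offset from a loess curve on exon length, and thinning of every library to the smallest total. Leaving out a library leaves its group with 1 sample, which is then assumed to vary like those of the other groups. GC content was not examined, since no genome sequence was used here.

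The scripts were tested on simulated data drawn from the library sizes and gene means, for S280D against WT with 12256 genes tested. Of genes changed by 1.5-fold 31.8% were called, of those changed by 2-fold 77.6% and of those changed by 4-fold 96.9%, with 11 false calls. A comparison without changed genes gave 0 calls. These rates describe the simulated data, and whether they hold for the measured libraries was not tested.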

Results

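Gene expression was measured by strand-specific poly(A) RNA sequencing in H9C2 cells, a rat cardiomyoblast line derived from embryonic heart. The cells were transduced for 2 days with a pDC316 vector carrying YFP alone or YFP fused to PPARα. This nuclear receptor binds DNA together with RXR and activates genes of fatty acid use. The receptor was wild type (WT), carried alanine at serine 280 so that the site cannot be phosphorylated (S280A), or carried aspartate there to mimic phosphorylation (S280D). Each of the 4 groups held 2 libraries, so n = 2 for every mean ± SD. In the order of the replicate numbers, exon reads totalled 17252523 and 19070170 in YFP, 19229424 and 16698202 in WT, 14693406 and 14018785 in S280A and 39526013 and 21050137 in S280D. After the filter on low counts 12407 genes were tested. Nothing in the labels states that the libraries of a group came from separate cultures, so p-values measure only the spread between these samples.

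Ppara reads separated every construct from the YFP control. The gene lies on chromosome 7, 126619196 to 126681752 in Rnor_6.0. It stood at 74.4 and 59.5 CPM in the YFP libraries, at 12382 and 24134 CPM in WT, at 17400 and 13736 CPM in S280A, and at 17911 and 17693 CPM in S280D. The log2 fold change over YFP was 8.09 ± 0.34 (SE) in WT, 7.86 ± 0.34 in S280A and 8.06 ± 0.34 in S280D (edgeR adjusted p = 6.8e-07, 8.42e-07 and 7.03e-07). Between constructs the log2 difference in Ppara was -0.23 ± 0.25 for S280A against WT, -0.04 ± 0.25 for S280D against WT and 0.19 ± 0.25 for S280D against S280A. None of these passed (adjusted p = 0.516, 0.989 and 0.565). Endogenous and delivered Ppara reads were counted together, and the species and untranslated regions of the insert are not given in the sources used here.

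**Figure D1:**
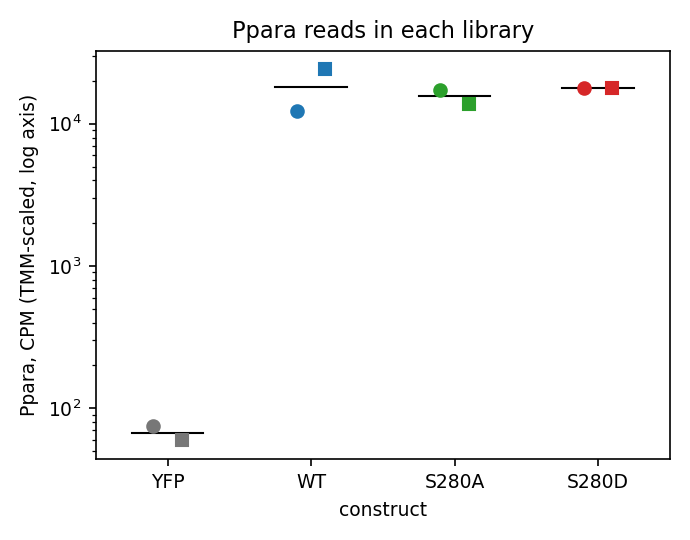
Ppara in each library as TMM-scaled CPM on a log axis, by construct. Circles are replicate 1, squares replicate 2 and lines group means; both YFP libraries lie at 74.4 CPM or below and the libraries with a PPARα construct at 12382 CPM or above.

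On the first principal component, which held 56.4% of the variance of log2 CPM, YFP scored -40.4 and -16.4, S280A -19.9 and -51, WT 31.6 and 20.7, and S280D 47.6 and 27.9. The second component, with 12.2% of the variance, set YFP at 15.2 and 31.8 apart from S280A at -17.3 and -19.2. Expression relative to the mean of all libraries correlated across genes with exon length, at Spearman's rho of -0.247 and -0.0648 in YFP and -0.14 and -0.232 in S280A. It was 0.129 and 0.158 in WT and 0.238 and 0.211 in S280D, and genes are not independent replicates. The share of intron reads was 11% and 11.9% in YFP and 14.2% to 15.8% in the other libraries. Mitochondrially encoded genes took 0.506% and 0.604% of exon reads in YFP, 0.791% and 0.49% in S280A, 1.37% and 1.17% in WT, and 1.66% and 1.4% in S280D. Both YFP libraries were read in lane 1 and both WT libraries in lane 2, while S280A and S280D had 1 library in each. Among the WT and YFP libraries alone, lane and group cannot be told apart.

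**Figure D2:**
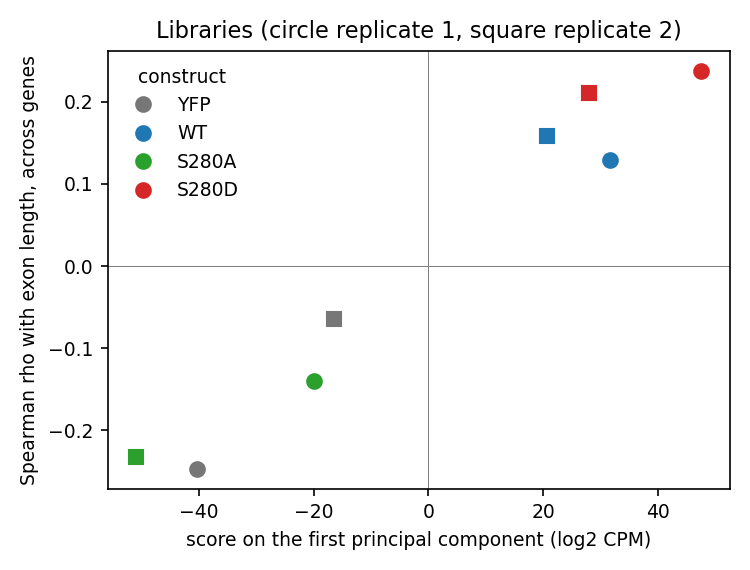
Score of each library on the first principal component of log2 CPM (horizontal axis) and Spearman's rho across genes between exon length and expression relative to the mean of all libraries (vertical axis). Colours are constructs, circles replicate 1 and squares replicate 2; the YFP and S280A libraries have negative values on both axes, and the WT and S280D libraries positive values.

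At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 2437 genes differed between WT and YFP, 5 between S280A and YFP, and 3815 between S280D and YFP. Adjusted p-values of single genes are from this test throughout. Between constructs 3226 differed for S280A against WT, 5 for S280D against WT, and 4873 for S280D against S280A. In the same order the numbers at an unadjusted p under 0.05 were 4433, 1439, 5359, 5085, 606 and 6140, and DESeq2 called 2702, 100, 3703, 3441, 38 and 4642. The authors' deposited table called 2136, 71, 3087, 2661, 50 and 4070 genes at the same threshold. Of these, 2036, 5, 2982, 2568, 5 and 3937 were called in both the authors' deposited table and the edgeR test, all in the same direction. The WT and S280D changes over YFP shared 1388 genes called higher in both and 728 called lower in both, where independent lists would share 258 and 126.5. Across genes their log2 fold changes correlated at 0.857 with a covariance of 0.345. Both comparisons use the same YFP libraries. Data simulated without any difference between groups gave a correlation of 0.518, a covariance of 0.0457, and 0 and 0.05 genes called in both, as means of 20 simulations. The observed covariance exceeded the simulated by 0.299. With YFP replicate 1 subtracted from WT and replicate 2 from S280D, a split chosen after the results had been seen, the correlation was 0.687 and the covariance 0.278. With the replicates exchanged they were 0.566 and 0.241. The sides of each split share no library, so the split values do not rest on a shared YFP library. They may still share a lane difference, since YFP was read in lane 1 and WT and 1 S280D library in lane 2. The sides may also share a gradient along the first principal component. Neither was tested on the split. Genes were not called on the split, so part of the overlap in called genes may still come from the shared libraries. The WT and S280A changes over YFP correlated at 0.312 with a covariance of 0.0838, where the simulations gave 0.481 and 0.0456, and had 4 genes called higher in both. Split in the same ways, these changes correlated at -0.124 and 0.224.

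**Figure D3:**
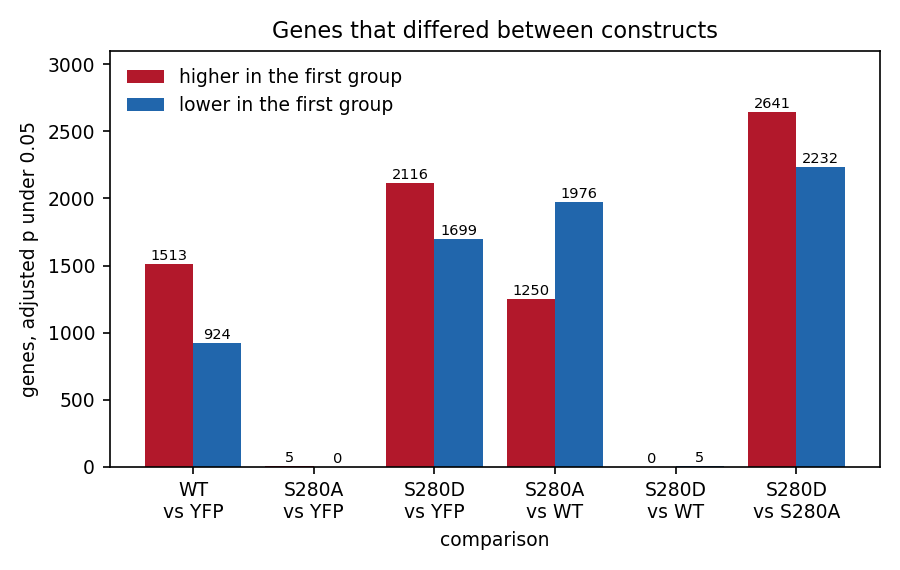
Number of genes (vertical axis) with an adjusted p under 0.05 in each of the 6 comparisons (horizontal axis), out of 12407 tested. Red bars count genes higher in the first group named and blue bars genes lower; S280A against YFP and S280D against WT gave 5 genes each, and the other comparisons 2437 to 4873.

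WT receptor against YFP addressed what the receptor changed in these cells when serine 280 was intact. On the first principal component the WT and S280D libraries lay apart from the YFP and S280A libraries. Whether a gradient other than the construct made the differences was not tested across genes for WT against YFP, S280D against YFP or S280A against WT. Cxcl1, a chemokine that attracts neutrophils, went from 0.354 ± 0.00443 CPM in YFP to 9.56 ± 1.65 CPM in WT (SD), a log2 fold change of 4.73 ± 0.48 (SE, adjusted p = 9.45e-04). Its locus is chromosome 14, 18743685 to 18745457. Ccl2, a monocyte chemoattractant, rose by 3.86 ± 0.55, and Nfkbiz, which encodes the inhibitor of NF-κB zeta, rose by 3.44 ± 0.38 (adjusted p = 0.00336 and 0.00126). In all 1513 genes were higher and 924 lower, and with an offset for exon length 1503 and 1208. With an added threshold of 1.5-fold 1301 were higher and 424 lower, and with lane as a covariate 8 and 1.

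Other large increases from YFP to WT were in Slc18a2 (2.83 ± 0.43), Tmprss11a (2.78 ± 0.5), Trove2 (2.62 ± 0.7) and Cav2 (2.61 ± 0.21), with adjusted p of 2.52e-04 to 0.026. Slc18a2 is the vesicular monoamine transporter and Cav2 a caveolin. Large decreases were in Adamts15 (-1.78 ± 0.41), Ddn (-1.75 ± 0.42), Cys1 (-1.59 ± 0.47) and Sdsl (-1.67 ± 0.53), with adjusted p of 0.0162 to 0.046. Marcksl1 (-2.19) and Tmco3 (-2.15) were also lower, but not called on unique reads. Rps4x (-1.78) had too few unique reads for a test, and Rplp1_2 (-2.28) is a numbered copy of a ribosomal protein gene. These values are therefore uncertain.

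Of 17 measured NF-κB and cytokine genes, 9 rose, 0 fell and 8 did not pass, with 10 higher and 0 lower adjusted over the list alone. Ptgs2, the inducible cyclooxygenase, rose by 1.47 ± 0.22 and the adhesion molecule Vcam1 by 2.15 ± 0.34. The cytokine list rose (camera adjusted p = 1.92e-06, adjusted p = 0.409 with an estimated correlation). Of 26 measured interferon response genes, 7 rose, 1 fell and 18 did not pass, with 9 higher and 2 lower adjusted over the list alone. Antiviral and interferon-induced members that rose included Rsad2 (1.36 ± 0.14), Ifit2 (1.36 ± 0.16) and Ifih1 (1.06 ± 0.19). The interferon list rose (camera adjusted p = 0.0245, adjusted p = 0.575 with an estimated correlation). Of 28 measured cell cycle genes, 9 rose, 0 fell and 19 did not pass, with 9 higher and 0 lower adjusted over the list alone. They included the proliferation marker Mki67 (1.77 ± 0.28), the checkpoint kinase Bub1 (1.57 ± 0.31) and the topoisomerase Top2a (1.22 ± 0.25). The cell cycle list rose (camera adjusted p = 0.0297, adjusted p = 0.54 with an estimated correlation). The adjusted p of the interferon list was 0.367 without YFP replicate 2 and 0.0814 without WT replicate 2, and that of the cell cycle list 0.0676 without YFP replicate 2, 0.112 without WT replicate 2 and 0.119 with the lane covariate.

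Several metabolic lists were lower in WT. Of 20 measured genes of glucose uptake and glycolysis, 0 rose, 5 fell and 15 did not pass, with 0 higher and 5 lower adjusted over the list alone. Among them were Tpi1 (-0.79 ± 0.16), Pgk1 (-0.5 ± 0.13) and Pgam1 (-0.38 ± 0.11), all enzymes of glycolysis. Tpi1 was not called on unique reads. The glycolysis list fell (camera adjusted p = 0.00338, adjusted p = 0.54 with an estimated correlation). Of 23 measured cholesterol biosynthesis genes, 0 rose, 9 fell and 14 did not pass, with 1 higher and 10 lower adjusted over the list alone. The enzymes of the sterol pathway that fell included Lss (-0.68 ± 0.15) and Mvk (-0.88 ± 0.21). The cholesterol list fell (camera adjusted p = 0.00338, adjusted p = 0.409 with an estimated correlation). Of 18 measured genes of triglyceride synthesis and storage, 0 rose, 2 fell and 16 did not pass, with 0 higher and 2 lower adjusted over the list alone. Agpat1, an acyltransferase of phosphatidic acid synthesis, fell by 1.19 (SE 0.15) on the log2 scale. The triglyceride list fell (camera adjusted p = 0.0297, adjusted p = 0.54 with an estimated correlation), and was at 0.0534 on unique reads.

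A few lists lay close to the threshold in WT against YFP. Of 26 measured oxidative phosphorylation genes, 2 rose, 5 fell and 19 did not pass, with 3 higher and 6 lower adjusted over the list alone. Cycs_1, a cytochrome c locus, was at 1.01 ± 0.17 and Atp5a1, a subunit of ATP synthase, at -0.63 ± 0.12. The oxidative phosphorylation list fell (camera adjusted p = 0.0454, adjusted p = 0.575 with an estimated correlation). Of 14 measured fatty acid synthesis genes, 0 rose, 4 fell and 10 did not pass, with 1 higher and 5 lower adjusted over the list alone. The desaturase genes Scd2 (-0.72 ± 0.14) and Fads2 (-0.75 ± 0.16) were among those that fell (camera adjusted p = 0.0497, adjusted p = 0.472 with an estimated correlation). Of 18 measured TCA cycle genes, 1 rose, 4 fell and 13 did not pass, with 1 higher and 4 lower adjusted over the list alone. Dld was at 0.8 ± 0.18 and Mdh2 at -0.6 ± 0.14 (camera adjusted p = 0.0497, adjusted p = 0.549 with an estimated correlation). The adjusted p of the oxidative phosphorylation list was 0.0503 with a filter at 1 CPM, 0.111 without YFP replicate 1, 0.132 without WT replicate 2, 0.0564 without S280D replicate 1, 0.152 with the lane covariate, 0.0758 on unique reads and 0.244 with the exon length offset. For fatty acid synthesis it was 0.192 without YFP replicate 2, 0.0559 without WT replicate 1, 0.0675 without WT replicate 2, 0.0543 without S280A replicate 1, 0.0506 without S280A replicate 2, 0.058 without S280D replicate 1 and 0.0592 without S280D replicate 2. It was also 0.0511 with RLE factors, 0.0518 with a filter at 1 CPM, 0.0687 in a fit of the 4 libraries compared, 0.0614 with the lane covariate and 0.0534 on unique reads. For the TCA cycle it was 0.121 without YFP replicate 1, 0.126 without WT replicate 2, 0.077 without S280D replicate 1 and 0.0637 without S280D replicate 2, and 0.0522 with RLE factors, 0.0533 with a filter at 1 CPM, 0.0687 in a fit of the 4 libraries compared, 0.0589 with a replicate block, 0.152 with the lane covariate, 0.0534 on unique reads and 0.105 with the exon length offset.

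Of 27 measured canonical PPAR targets, 4 rose, 0 fell and 23 did not pass, with 4 higher and 0 lower adjusted over the list alone. Those that rose were Angptl4, a secreted inhibitor of lipoprotein lipase (1.7 ± 0.29), Hsdl2 (0.86 ± 0.17), the muscle carnitine palmitoyltransferase Cpt1b (0.79 ± 0.21) and the acyl-CoA dehydrogenase Acadl (0.45 ± 0.13). Their adjusted p ranged over 0.00536 to 0.0306. The PPAR target list did not pass in WT against YFP (camera adjusted p = 0.545). Of 18 measured receptor and cofactor genes, 9 rose, 2 fell and 7 did not pass, with 10 higher and 3 lower adjusted over the list alone. This list holds the delivered Ppara. With Ppara it rose (camera adjusted p = 0.00667, adjusted p = 0.409 with an estimated correlation), and without Ppara its adjusted p was 0.295.

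With lane as a covariate 9 genes were called between WT and YFP, and of the 88 gene calls chosen by the naming rule 3 stayed, those of Ppara, Cxcl1 and Cav2. The test called 163 genes without WT replicate 1, 950 without WT replicate 2 and 768 without YFP replicate 1, with 19, 40 and 38 of those 88 calls kept.

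S280A against YFP addressed what the receptor changed when the site could not be phosphorylated. Besides Ppara the test called 4 genes, all higher in S280A. They have no assigned symbol and were named after their values were seen: LOC100912604 (1.85 ± 0.14), LOC100909555 (1.68 ± 0.23), LOC100361854 (1.67 ± 0.22) and RGD1564839 (1.63 ± 0.19), with adjusted p of 1.72e-04 to 0.0358. On unique reads LOC100909555 stayed called (adjusted p = 0.0129), but LOC100912604, LOC100361854 and RGD1564839 did not (adjusted p = 0.33, 0.33 and 0.312). Their log2 fold changes on unique reads were 2.02 ± 0.71, 1.6 ± 0.56 and 1.04 ± 0.34, with larger errors. Unique reads were 0.219%, 4.64% and 14.9% of their exon reads, so these values are uncertain. LOC100909555 took 1.23% and 1.12% of exon reads in YFP, 2.7% and 4.16% in S280A, 2.1% and 2.19% in WT, and 1.7% and 2.39% in S280D. Its locus is chromosome 1, 11963836 to 11968939. What it encodes is not given in the sources used here, and whether its share reflects how RNA was selected for the library was not tested. The count of genes lower was 0 in this edgeR test, where 1439 genes in either direction had an unadjusted p under 0.05, and DESeq2 called 28 lower and 72 higher. Without the filter on low counts edgeR called 126 lower and 152 higher, and with only the 4 libraries compared 12 lower and 26 higher.

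Of 27 measured canonical PPAR targets, 0 passed as higher, 0 as lower and 27 did not pass, with 2 higher and 0 lower adjusted over the list alone. The fold change was positive for 17 of them and negative for 10. The uncoupling protein gene Ucp2 was at 0.83 ± 0.17 and Angptl4 at 1.26 ± 0.3 (adjusted p = 0.137 and 0.238). Angptl4 stood at 2.67 ± 0.951 CPM in YFP and 6.32 ± 1.99 CPM in S280A. The PPAR target list rose (camera adjusted p = 0.0208, adjusted p = 0.715 with an estimated correlation). Cell cycle genes had a median log2 change of 0.26, with 0 of 28 passing, and 0 adjusted over the list alone (camera adjusted p = 0.00281, adjusted p = 0.715 with an estimated correlation). Cdc20 was at 0.47 ± 0.13 and Foxm1 at 0.63 ± 0.17 (adjusted p = 0.286 and 0.293). Of the 18 receptors and cofactors only Ppara passed, with 1 higher and 0 lower adjusted over the list alone. That list rose with Ppara (camera adjusted p = 9.89e-04, adjusted p = 0.537 with an estimated correlation), and without Ppara its adjusted p was 0.657.

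The count of 5 genes between S280A and YFP became 131 without YFP replicate 1, 11 without S280A replicate 1, 8 without S280D replicate 1 and 2 without YFP replicate 2 or with lane as a covariate. The adjusted p of the PPAR target list was 0.0989 without the filter, 0.105 in a fit of the 4 libraries compared, 0.102 without YFP replicate 1, 0.278 without S280A replicate 1 and 0.111 with the lane covariate, that of the cell cycle list 0.0713 without YFP replicate 1 and 0.278 without S280A replicate 1, and that of the receptor list 0.0703 without the filter, 0.0713 without YFP replicate 1 and 0.0532 without S280A replicate 1.

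S280D against YFP addressed the same for the phospho-mimic, and gave 2116 genes higher and 1699 lower, or 1979 and 1973 with an offset for exon length. An added threshold of 1.5-fold left 1778 higher and 717 lower. Angptl4 went from 2.67 ± 0.951 to 18.6 ± 0.509 CPM, a log2 fold change of 2.81 ± 0.28 (adjusted p = 7.02e-04). Its locus is chromosome 7, 18627808 to 18634079. Cav2 rose from 7.46 ± 0.217 to 85.8 ± 9.88 CPM, a log2 change of 3.52 ± 0.21 (adjusted p = 1.46e-05).

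Of 27 measured canonical PPAR targets, 10 rose, 3 fell and 14 did not pass, with 11 higher and 3 lower adjusted over the list alone. Besides Angptl4, those that rose included Hsdl2 (1.2 ± 0.17) and the acyl-CoA thioesterase Acot2 (0.71 ± 0.12). The PPAR target list rose (camera adjusted p = 0.0373, adjusted p = 0.779 with an estimated correlation). Of 26 measured genes of mitochondrial fatty acid oxidation, 7 rose, 4 fell and 15 did not pass, with 7 higher and 4 lower adjusted over the list alone. Cpt1b (1.08 ± 0.21) and Acadl (0.58 ± 0.12) rose, and Mlycd, which encodes malonyl-CoA decarboxylase, fell (-0.71 ± 0.15). That list did not pass (camera adjusted p = 0.983, median -0.05 but a positive mean). Of 21 measured peroxisomal oxidation genes, 3 rose, 1 fell and 17 did not pass, with 3 higher and 1 lower adjusted over the list alone. They included the carnitine octanoyltransferase Crot (0.69 ± 0.19) and the fatty acid transporter Abcd3 (0.6 ± 0.17), and the list did not pass (camera adjusted p = 0.983). Of 14 measured genes of fatty acid uptake and binding, 2 rose, 3 fell and 9 did not pass, with 2 higher and 3 lower adjusted over the list alone. The acyl-CoA synthetases Acsl4 (1.38 ± 0.2) and Acsl3 (0.77 ± 0.2) rose, and the list did not pass (camera adjusted p = 0.983). The adjusted p of the PPAR target list was 0.108 without YFP replicate 2, 0.183 without S280D replicate 2, 0.0802 with the lane covariate and 0.0571 on unique reads.

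Of 20 measured glycolysis genes, 0 rose, 6 fell and 14 did not pass, with 0 higher and 8 lower adjusted over the list alone. Tpi1, which was not called on unique reads, was at -1.18 ± 0.16, Pgk1 at -0.68 ± 0.13 and Pgam1 at -0.49 ± 0.11. The glycolysis list fell (camera adjusted p = 0.00135, adjusted p = 0.779 with an estimated correlation). Of 26 measured oxidative phosphorylation genes, 4 rose, 13 fell and 9 did not pass, with 4 higher and 14 lower adjusted over the list alone. Atp5a1 (-0.69 ± 0.12), Cyc1 (-0.86 ± 0.17) and Atp5b (-0.59 ± 0.13) fell and Cycs_1 (1.11 ± 0.17) rose. The oxidative phosphorylation list fell (camera adjusted p = 0.0373, adjusted p = 0.779 with an estimated correlation). Of 26 measured genes of the unfolded protein and integrated stress responses, 1 rose, 8 fell and 17 did not pass, with 1 higher and 9 lower adjusted over the list alone. The transcription factors Atf4 (-0.56 ± 0.12) and Xbp1 (-0.59 ± 0.15) fell, and the co-chaperone Dnajb9 rose (1.11 ± 0.23). The stress list fell (camera adjusted p = 0.0409, adjusted p = 0.779 with an estimated correlation). The adjusted p of the oxidative phosphorylation list was 0.0626 without YFP replicate 1, 0.0819 without S280D replicate 2, 0.0802 with the lane covariate, 0.0571 on unique reads and 0.261 with the exon length offset, and that of the stress list 0.0598 in a fit of the 4 libraries compared, 0.0735 without YFP replicate 2, 0.129 without S280D replicate 2, 0.0802 with the lane covariate, 0.0571 on unique reads and 0.076 with the exon length offset.

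Of 18 measured receptors and cofactors, 9 rose, 3 fell and 6 did not pass, with 10 higher and 4 lower adjusted over the list alone. The list rose with Ppara (camera adjusted p = 0.0262, adjusted p = 0.779 with an estimated correlation), was at an adjusted p of 0.492 without Ppara, and was at 0.0543 without YFP replicate 2, 0.0526 without S280D replicate 2 and 0.123 with the exon length offset. Of 17 measured NF-κB and cytokine genes, 3 rose, 2 fell and 12 did not pass, with 3 higher and 2 lower adjusted over the list alone. Ptgs2 (1.63 ± 0.22) and Il6 (1.05 ± 0.23) rose, Nfkb2 (-0.65 ± 0.14) fell, and the list did not pass (camera adjusted p = 0.983). Of 28 measured cell cycle genes, 5 rose, 5 fell and 18 did not pass, with 5 higher and 5 lower adjusted over the list alone. Mki67 (1.93 ± 0.28) and Top2a (1.35 ± 0.25) rose, and the list did not pass (camera adjusted p = 0.983, median -0.09 but a positive mean). Other large increases were in Trove2 (3.37 ± 0.67), Slc18a2 (3.11 ± 0.42), Ccdc138 (2.99 ± 0.55), Zfp51 (2.88 ± 0.53) and Giot1 (2.88 ± 0.36), with adjusted p of 7.54e-04 to 0.00514. Marcksl1 (-1.6), Rps15al2 (-2.03) and Rps17l (-1.39) were lower but not called on unique reads. Pex5 (-2.13), Eid1 (-1.89), Rps4x (-1.58), Gtpbp6_1 (-1.42) and the class I histocompatibility gene RT1-CE6 (2.9) had too few unique reads for a test. The values of these genes are uncertain, and whether reads shared with other loci made the changes was not tested.

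The count of 3815 genes between S280D and YFP became 1654 with lane as a covariate (1279 higher and 375 lower), 1565 without YFP replicate 1, 917 without S280D replicate 1 and 2543 without S280D replicate 2. Of the 103 gene calls chosen by the naming rule 59, 62, 41 and 79 stayed.

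**Figure D4:**
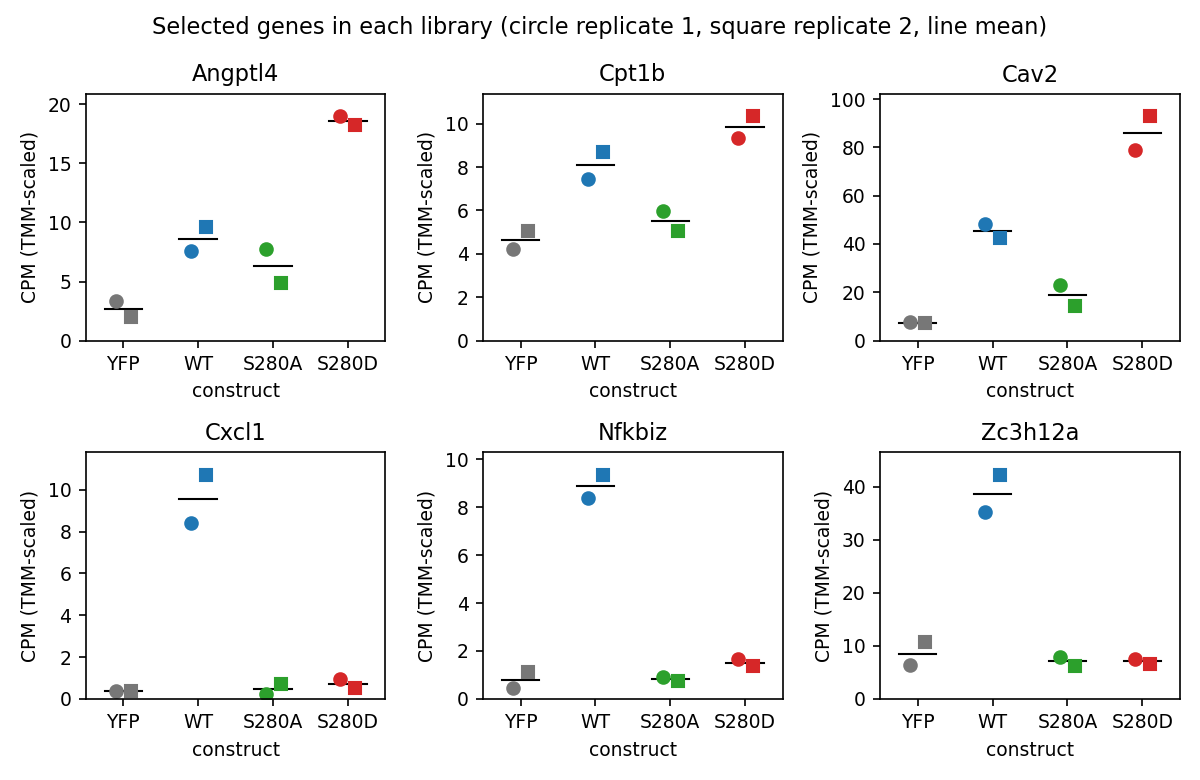
TMM-scaled CPM (vertical axes, from 0) of 6 genes in each library, by construct. Circles are replicate 1, squares replicate 2 and lines group means; Cxcl1, Nfkbiz and Zc3h12a are highest in both WT libraries, and Angptl4, Cpt1b and Cav2 in both S280D libraries.

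S280A against WT addressed what the loss of the phosphorylation site changed. Cxcl1 was at 0.468 ± 0.363 CPM in S280A and 9.56 ± 1.65 CPM in WT, a log2 difference of -4.38 ± 0.48 (adjusted p = 0.00333). Nfkbiz differed by -3.42 ± 0.39 (adjusted p = 0.00333). Agpat1 was at 47.6 ± 3.06 CPM in S280A and 19.7 ± 1.67 CPM in WT (1.27 ± 0.15, adjusted p = 0.00333). Altogether 1250 genes were higher and 1976 lower, and with an offset for exon length 1700 were higher and 1771 lower. With lane as a covariate 118 were higher and 875 lower, and with an added threshold of 1.5-fold 469 and 1652.

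Of 17 measured NF-κB and cytokine genes, 0 rose, 6 fell and 11 did not pass, with 0 higher and 8 lower adjusted over the list alone. Ptgs2 (-1.07 ± 0.22), Vcam1 (-1.6 ± 0.34) and Ccl2 (-1.98 ± 0.47) fell along with Cxcl1. The cytokine list fell (camera adjusted p = 0.00167, adjusted p = 0.54 with an estimated correlation), and was at 0.0512 without S280A replicate 1. Of 26 measured interferon response genes, 0 rose, 6 fell and 20 did not pass, with 0 higher and 6 lower adjusted over the list alone. They included Ifit2 (-1.61 ± 0.16), Ifih1 (-1.48 ± 0.19) and Rsad2 (-1.06 ± 0.14), and the list did not pass (camera adjusted p = 0.0523). It passed at 0.0364 without the filter, 0.0362 without YFP replicate 1, 0.0433 without YFP replicate 2, 0.0347 without WT replicate 1, 8.14e-04 without S280A replicate 2, 0.0352 with the lane covariate and 0.0489 with the exon length offset. Of 20 measured glycolysis genes, 9 rose, 0 fell and 11 did not pass, with 11 higher and 0 lower adjusted over the list alone. Gpi (0.72 ± 0.13), the muscle enolase Eno3 (0.58 ± 0.13) and the phosphofructokinase Pfkm (0.58 ± 0.13) rose. The glycolysis list rose (camera adjusted p = 1.08e-04, adjusted p = 0.54 with an estimated correlation). Of 23 measured cholesterol biosynthesis genes, 10 rose, 0 fell and 13 did not pass, with 10 higher and 0 lower adjusted over the list alone. Mvk (1.1 ± 0.21) and Fdps (0.67 ± 0.13), both of the mevalonate pathway, were among those that rose. The cholesterol list rose (camera adjusted p = 7.34e-04, adjusted p = 0.319 with an estimated correlation).

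Of 14 measured fatty acid synthesis genes, 4 rose, 0 fell and 10 did not pass, with 7 higher and 0 lower adjusted over the list alone. Fasn, the fatty acid synthase, was at 0.61 ± 0.11 and the desaturase Fads2 at 0.8 ± 0.16. The fatty acid synthesis list rose (camera adjusted p = 0.0434, adjusted p = 0.54 with an estimated correlation), and was at 0.117 without S280A replicate 1 and 0.0558 without S280D replicate 2. Of 30 measured extracellular matrix genes, 10 rose, 4 fell and 16 did not pass, with 12 higher and 4 lower adjusted over the list alone. The gelatinase Mmp2 (0.74 ± 0.16) and elastin, Eln (0.88 ± 0.2), rose and Postn, which encodes periostin, fell (-0.67 ± 0.16). The matrix list rose (camera adjusted p = 0.023, adjusted p = 0.635 with an estimated correlation), and was at 0.0989 without WT replicate 1 and 0.0512 without S280A replicate 1. Of 18 measured genes of triglyceride synthesis and storage, 5 rose, 0 fell and 13 did not pass, with 5 higher and 0 lower adjusted over the list alone. Besides Agpat1 they were Fitm2 (0.64 ± 0.17), Plin3 (0.53 ± 0.16), Agpat3 (0.41 ± 0.13) and the diacylglycerol acyltransferase Dgat2 (0.45 ± 0.14). The triglyceride list did not pass (camera adjusted p = 0.0523), but was under 0.05 at 0.0289 without the filter, 0.0427 with a replicate block, 0.0486 without YFP replicate 1, 0.0498 without YFP replicate 2, 0.0352 without WT replicate 1, 0.0432 with the lane covariate, 0.0356 with the exon length offset and 0.0499 after thinning.

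Of 14 measured genes of fatty acid uptake and binding, 2 rose, 1 fell and 11 did not pass, with 2 higher and 1 lower adjusted over the list alone. Acsl4 fell (-1.2 ± 0.2), the fatty acid transporter Slc27a4 (0.5 ± 0.15) rose, and the list did not pass (camera adjusted p = 0.661). Of 26 measured genes of mitochondrial fatty acid oxidation, 2 rose, 1 fell and 23 did not pass, with 0 higher and 0 lower adjusted over the list alone. Etfa fell (-0.61 ± 0.18), Acads (0.62 ± 0.18) and Eci1 (0.49 ± 0.15) rose, and the list did not pass (camera adjusted p = 0.301). Of 27 measured canonical PPAR targets, 2 rose, 0 fell and 25 did not pass, with 1 higher and 0 lower adjusted over the list alone. Both Ucp2 (0.68 ± 0.17) and Ech1 (0.66 ± 0.19) were higher in S280A, and the list did not pass (camera adjusted p = 0.55). Among other large differences, Nxph4 (1.65 ± 0.41), Adamts15 (1.39 ± 0.43) and Trpv4 (1.39 ± 0.46) were higher in S280A. Wdyhv1 (-2.81 ± 0.38), Gbp3 (-2.47 ± 0.39), Cntln (-2.45 ± 0.35) and Ccdc18 (-2.6 ± 0.72) were lower (adjusted p of 0.00569 to 0.0445 for these genes). Zhx1 (-3.33) and Rps27l3 (1.29) were not called on unique reads, and Tlk1_2 (-3.38) and Yif1b_1 (1.67) had too few for a test. Their values are uncertain, and whether reads shared with other loci made these differences was not tested.

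Between S280A and WT the test called 6 genes without S280A replicate 2, 7 without WT replicate 1, 1309 without WT replicate 2, and 993 with lane as a covariate. Of the 100 gene calls chosen by the naming rule 3, 3, 55 and 39 stayed, that of Cxcl1 each time.

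S280D against WT addressed what a permanent mimic of phosphorylation changed relative to the wild type receptor. In this comparison 5 genes passed, all lower in S280D. Cxcl1 was at 0.722 ± 0.313 CPM in S280D and 9.56 ± 1.65 CPM in WT (-3.65 ± 0.41, adjusted p = 0.0107). Zc3h12a, an RNase that degrades cytokine transcripts, was at 7.1 ± 0.7 and 38.7 ± 5.03 CPM (-2.44 ± 0.23, adjusted p = 0.00483). Its locus is chromosome 5, 143111074 to 143120165. Nfkbiz differed by -2.54 ± 0.33, the guanylate-binding protein gene Gbp5 by -1.52 ± 0.18, and the class I histocompatibility gene RT1-CE2 by -1.9 ± 0.27 (adjusted p = 0.0276, 0.0133 and 0.048). RT1-CE2 has near-identical copies and was not called on unique reads. The count of genes higher was 0 in this edgeR test, where 606 genes in either direction had an unadjusted p under 0.05, and DESeq2 called 8 higher and 30 lower. Without the filter on low counts edgeR called 42 higher and 87 lower, and with only the 4 libraries compared 7 higher and 26 lower.

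Of 17 measured NF-κB and cytokine genes, 0 rose, 1 fell and 16 did not pass, with 0 higher and 10 lower adjusted over the list alone. Their median log2 difference was -0.62, and the cytokine list was lower in S280D (camera adjusted p = 1.94e-26, adjusted p = 0.11 with an estimated correlation). Interferon response genes had a median of -0.25, with 0 of 26 passing, and 0 higher and 1 lower adjusted over the list alone (camera adjusted p = 2.31e-08, adjusted p = 0.206 with an estimated correlation). The immunoproteasome subunit gene Psmb9 was at -0.8 ± 0.17 and the chemokine gene Cxcl10 at -0.82 ± 0.25 (adjusted p = 0.258 and 0.709). Cell cycle genes had a median of -0.24, with 0 of 28 passing, and 0 adjusted over the list alone (camera adjusted p = 2.74e-07, adjusted p = 0.206 with an estimated correlation). Aurkb was at -0.4 ± 0.13 and Plk1 at -0.41 ± 0.13 (adjusted p = 0.802 and 0.805). Heat shock genes had a median of -0.28, with 0 of 11 passing, and 0 adjusted over the list alone (camera adjusted p = 0.0022, adjusted p = 0.206 with an estimated correlation).

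The PPAR target list went the other way, higher in S280D than in WT. Its median log2 difference was 0.26 with 0 of 27 passing, and 3 higher and 1 lower adjusted over the list alone (camera adjusted p = 1.64e-06, adjusted p = 0.131 with an estimated correlation). Angptl4 was at 18.6 ± 0.509 CPM in S280D and 8.63 ± 1.46 CPM in WT (1.11 ± 0.25, adjusted p = 0.3). Cholesterol biosynthesis genes had a median of 0.21 with 0 of 23 passing, and 0 adjusted over the list alone (camera adjusted p = 5.9e-05, adjusted p = 0.119 with an estimated correlation). Lss was at 0.33 ± 0.15 and Cyp51 at 0.42 ± 0.14 (adjusted p = 0.948 and 0.802). Skeletal muscle differentiation genes had a median of 0.25 with 0 of 15 passing, and 0 adjusted over the list alone (camera adjusted p = 0.0172, adjusted p = 0.206 with an estimated correlation). Ketone body genes had a median of 0.22 with 0 of 8 passing, and 1 higher and 0 lower adjusted over the list alone (camera adjusted p = 0.0388, adjusted p = 0.206 with an estimated correlation). The lists of mitochondrial fatty acid oxidation, fatty acid uptake and triglycerides had 0 members called and did not pass (camera adjusted p = 0.069, 0.714 and 0.344). The oxidation and triglyceride lists passed at 0.0361 without the filter, 0.00501 without S280D replicate 1, 0.0391 with the exon length offset and 0.0447 after thinning, and at 0.0217 without S280D replicate 1, respectively. The adjusted p of the muscle list was 0.055 in a fit of the 4 libraries compared, 0.102 without WT replicate 1, 0.0578 without S280A replicate 2 and 0.201 without S280D replicate 2. That of the ketone body list was 0.055 in a fit of the 4 libraries compared, 0.0567 with a replicate block, 0.13 without WT replicate 1, 0.0543 without WT replicate 2, 0.0553 without S280A replicate 2, 0.201 without S280D replicate 2 and 0.0621 after thinning.

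Between S280D and WT the edgeR test called 0 genes without S280D replicate 2, 1 without WT replicate 1, 2 without WT replicate 2, 2 without S280D replicate 1, 13 without YFP replicate 1, 13 without YFP replicate 2, and 1, Cxcl1, with lane as a covariate. Zc3h12a stayed called without each WT library and without S280D replicate 1, and Cxcl1 without S280D replicate 1 alone of these. The calls of the cytokine, interferon, cell cycle, PPAR target, cholesterol and heat shock lists stayed in all 17 alternatives. None of these list calls held with an estimated correlation.

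S280D against S280A set the phospho-mimic against the phospho-resistant receptor, with 1 library of each group in each lane. It gave 2641 genes higher and 2232 lower in S280D, and with an offset for exon length 2392 higher and 2689 lower. An added threshold of 1.5-fold left 2169 higher and 1007 lower, and lane as a covariate 2332 and 1677. Angptl4 was at 18.6 ± 0.509 CPM in S280D and 6.32 ± 1.99 CPM in S280A (1.55 ± 0.26, adjusted p = 0.00232). Among genes of glycolysis, Gpi (-0.78 ± 0.13, adjusted p = 0.00237) and Eno3 (-0.69 ± 0.13, adjusted p = 0.00311) were lower.

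Of 20 measured glycolysis genes, 0 rose, 14 fell and 6 did not pass, with 0 higher and 15 lower adjusted over the list alone. The glycolysis list fell (camera adjusted p = 4.72e-05, adjusted p = 0.81 with an estimated correlation), as the only one of the 29 lists to pass in this test. With the exon length offset the extracellular matrix list passed as well (camera adjusted p = 0.0204). Of 27 measured canonical PPAR targets, 6 rose, 2 fell and 19 did not pass, with 5 higher and 1 lower adjusted over the list alone. Besides Angptl4, Hsdl2 (0.82 ± 0.17) and Acot2 (0.57 ± 0.13) were higher and Mlycd (-0.63 ± 0.15) lower, and the list did not pass (camera adjusted p = 0.521). Of 26 measured genes of mitochondrial fatty acid oxidation, 4 rose, 4 fell and 18 did not pass, with 4 higher and 2 lower adjusted over the list alone. Acot2, Cpt1b (0.83 ± 0.21) and the electron transfer genes Etfa (0.68 ± 0.17) and Etfdh (0.84 ± 0.24) were higher. Mlycd, Acads (-0.7 ± 0.18), Etfb (-0.37 ± 0.13) and the carnitine carrier Slc25a20 (-0.35 ± 0.13) were lower, and the list did not pass (camera adjusted p = 0.779).

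Of 14 measured genes of fatty acid uptake and binding, 4 rose, 4 fell and 6 did not pass, with 4 higher and 4 lower adjusted over the list alone. Acsl4 (1.48 ± 0.2), Acsl3 (0.66 ± 0.2), caveolin 1, Cav1 (0.37 ± 0.12), and the VLDL receptor Vldlr (0.3 ± 0.11) were higher. Slc27a4 (-0.61 ± 0.15), the fatty acid binding protein Fabp5 (-2.33 ± 0.62) and Got2 (-0.41 ± 0.13) were among the lower, and the list did not pass (camera adjusted p = 0.876). Of 18 measured genes of triglyceride synthesis and storage, 0 rose, 4 fell and 14 did not pass, with 0 higher and 2 lower adjusted over the list alone. They were Agpat1 (-0.7 ± 0.14), Plin3 (-0.63 ± 0.15), Agpat2 (-0.76 ± 0.25) and Dgat1 (-0.45 ± 0.16), and the list did not pass (camera adjusted p = 0.241). Agpat1 was not called on unique reads here. Of 18 measured receptors and cofactors, 8 rose, 6 fell and 4 did not pass, with 9 higher and 6 lower adjusted over the list alone. The corepressor gene Ncor1 (1.1 ± 0.17) was higher and Rxra, a partner of PPARα, lower (-0.73 ± 0.14), and the list did not pass (camera adjusted p = 0.608).

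Of 26 measured oxidative phosphorylation genes, 3 rose, 13 fell and 10 did not pass, with 3 higher and 14 lower adjusted over the list alone. Ndufv1 (-0.87 ± 0.16) and Atp5b (-0.69 ± 0.13) were among the lower, and the list did not pass (camera adjusted p = 0.117) but was at 0.0204 without S280A replicate 1. Of 17 measured NF-κB and cytokine genes, 2 rose, 2 fell and 13 did not pass, with 2 higher and 2 lower adjusted over the list alone. Ptgs2 (1.23 ± 0.21) and Il6 (0.85 ± 0.23) were higher and Nfkb2 (-0.7 ± 0.14) lower, and the list did not pass (camera adjusted p = 0.661). Of 26 measured interferon response genes, 5 rose, 6 fell and 15 did not pass, with 5 higher and 6 lower adjusted over the list alone. Ifit2 (1.59 ± 0.16) and Ifih1 (1.69 ± 0.19) were higher, and the list did not pass (camera adjusted p = 0.779). Other large increases were in Ccdc18 (3.24 ± 0.69), Zfp51 (2.6 ± 0.54), Nat2 (2.49 ± 0.51) and Trove2 (2.46 ± 0.64), with adjusted p of 0.0048 to 0.0124. Zhx1 (3.83), Rps27l3 (-2.05) and Rps15al2 (-1.91) were not called on unique reads. Pex5 (-2.69), Zswim8 (-2.55), Eid1 (-1.87), Mphosph8 (2.76) and Tlk1_2 (3.06) had too few for a test. These values are uncertain, and whether they rest on reads shared with other loci was not tested.

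The count of 4873 genes between S280D and S280A became 1254 without S280A replicate 2 and 1330 without S280D replicate 1, the library with the most reads (1114 higher and 216 lower), and 4009 with lane as a covariate. Of the 121 gene calls chosen by the naming rule 108 stayed with lane as a covariate, and fewer without either of those libraries. The glycolysis call stayed in all 17 alternatives but did not hold with an estimated correlation (camera adjusted p = 0.81).

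Markers of other cell types were measured as fixed lists. Of 7 measured smooth muscle markers in WT against YFP, 0 rose, 1 fell and 6 did not pass, with 0 higher and 4 lower adjusted over the list alone. Lmod1, leiomodin 1, was the member that passed (-0.5 ± 0.13). The smooth muscle list fell in WT (camera adjusted p = 0.0467, adjusted p = 0.54 with an estimated correlation), and was at 0.0516 with a filter at 1 CPM, 0.0706 without YFP replicate 2, 0.106 without WT replicate 1, 0.056 without S280D replicate 1, 0.0592 with the lane covariate and 0.0534 on unique reads. Of 7 measured smooth muscle markers in S280D against YFP, 0 rose, 4 fell and 3 did not pass, with 0 higher and 5 lower adjusted over the list alone. Transgelin, Tagln (-0.55 ± 0.13), and smooth muscle actin, Acta2 (-0.51 ± 0.16), were lower, and the list did not pass (camera adjusted p = 0.0967). Without the filter on low counts that list was under 0.05, at 0.0255. Fibroblast markers were higher in S280D than in WT as a list (camera adjusted p = 0.0388, adjusted p = 0.206 with an estimated correlation), with 0 of 6 passing and 1 higher and 0 lower adjusted over the list alone. That list was at 0.368 without WT replicate 1 and 0.567 without S280D replicate 2. Cardiomyocyte markers, 5 measured, had camera adjusted p of at least 0.59 in the 6 comparisons. Macrophage and hepatocyte lists had 2 measured members each and camera adjusted p of at least 0.661 and 0.214.

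Of 7 measured smooth muscle markers in S280A against WT, 3 rose, 0 fell and 4 did not pass, with 5 higher and 0 lower adjusted over the list alone. Acta2 (0.67 ± 0.16), Smtn_2, a smoothelin locus (0.62 ± 0.15), and Tagln (0.41 ± 0.13) rose, and the list did not pass (camera adjusted p = 0.0523), but was under 0.05 at 0.0333 without the filter, 0.0467 with a replicate block, 0.0469 without WT replicate 2, 0.0356 with the exon length offset and 0.0499 after thinning. Of 6 measured fibroblast markers in S280A against WT, 3 rose, 0 fell and 3 did not pass, with 3 higher and 0 lower adjusted over the list alone. S100a4 (0.51 ± 0.11), Col1a1 (0.6 ± 0.15) and Thy1 (0.47 ± 0.16) rose, and all 6 fold changes were positive. This list did not pass (camera adjusted p = 0.0523), but was under 0.05 at 0.0362 without YFP replicate 1, 0.0479 without YFP replicate 2, 0.0437 without WT replicate 2 and 0.00604 without S280A replicate 2. It was also under 0.05 at 0.0166 without the filter, 0.0427 with a replicate block, 0.0352 with the lane covariate, 0.0489 with the exon length offset and 0.0499 after thinning. Of 7 measured smooth muscle markers in S280D against S280A, 0 rose, 4 fell and 3 did not pass, with 0 higher and 4 lower adjusted over the list alone. Tagln (-0.59 ± 0.13), Acta2 (-0.74 ± 0.16), Cnn1 (-0.55 ± 0.14) and Smtn_2 (-0.59 ± 0.15) fell, and the list did not pass (camera adjusted p = 0.18). Of 6 measured fibroblast markers in S280D against S280A, 1 rose, 3 fell and 2 did not pass, with 1 higher and 3 lower adjusted over the list alone. S100a4 (-0.44 ± 0.11), Thy1 (-0.51 ± 0.16) and Col1a1 (-0.47 ± 0.15) fell, decorin, Dcn (0.48 ± 0.15), rose, and the list did not pass (camera adjusted p = 0.559).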

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

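All tests in this part were chosen only after the results they weigh had been seen. Intron reads of Ppara, which the tests of exon reads leave out, were above the YFP libraries in every library with a PPARα construct. Scaled to CPM of each library's exon reads, they stood at 25.8 and 54 in WT, 35.5 and 30.4 in S280A, and 43.7 and 29.7 in S280D, against 2.32 and 2.62 in YFP. A general rise of intron reads is argued against, since the highest intron share of any library was 1.38 times the YFP mean while Ppara intron reads were at least 9.85 times the highest YFP value. A fixed share of the delivered transcript's reads counted in introns may account for the signal, but the ratio of intron to exon reads varied by 1.55 times between these libraries, which leaves this open. Transcription of the endogenous Ppara gene was not tested and stays open as well.

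A large set of genes, 4873, differed between S280D and S280A. With an offset for exon length 86.3% of the genes called stayed called and after thinning to equal depth 93%, which argues against each of these as the whole cause. Lane is argued against too, since the difference within lane 1 and that within lane 2, which share no library, correlated across all tested genes at r = 0.64 (rho = 0.7). A candidate explanation that stays open is a gradient between libraries that is not the construct: the difference between the YFP libraries, replicate 2 minus replicate 1, correlated across genes with the S280D minus S280A change at r = 0.391 (rho = 0.499), and that between the WT libraries at r = -0.245. The residue at position 280, which the design names, stays open too, since these libraries cannot separate it from such a gradient. The first principal component also set WT apart from YFP and S280A, and S280D apart from YFP. Such a gradient was not tested across genes in those comparisons and stays open there as well.

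Of 17 cytokine genes 9 were higher in WT than in YFP, 6 lower in S280A than in WT and 1 lower in S280D than in WT (10, 8 and 10 adjusted over the list alone), where the list had adjusted p = 0.409, 0.54 and 0.11 with an estimated correlation. Within lane 2 both WT libraries were above the S280A and S280D libraries for 64.7% of the 17 members, 11 where chance gives 2.83. This argues against lane for most of the list, for WT against S280A and S280D only. The chance value takes members as independent, and the list was flagged from these same libraries. Lane 2 held no YFP library, so lane stays open for WT against YFP. The gradient between S280A and S280D is argued against for the list as a whole. All 17 members had a median log2 change of 0.856 in WT against YFP. Between S280D and S280A their median was -0.151, with 7 positive, 10 negative, 2 called higher and 2 called lower. The 9 members called higher in WT than in YFP, a set chosen by that call, had a median of 1.47 there. Between S280D and S280A the median of these 9 was 0.00222, with quartiles of -0.151 and 0.726. For single members such as Ptgs2, called higher in both comparisons, the gradient stays open. With lane as a covariate the list's medians went from 0.856, -0.431 and -0.618 to 0.942, -0.483 and -0.704 in the order above, with 16, 15 and 16 members of the same sign, but the median SE rose from 0.221, 0.223 and 0.216 to 0.322, 0.253 and 0.254, and of the 9, 6 and 1 members called 1, 4 and 1 stayed called, Cxcl1 each time. A difference made by the wild type receptor stays open as a hypothesis, as does a difference in how the WT cultures or libraries were handled, which was not tested.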

How the results depend on the processing

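The tests with lane as a covariate, unique exon reads, the exon length offset and thinned libraries were chosen only after the results had been seen. Ppara stayed called against YFP in all 3 comparisons under every alternative. The number of genes changed moved by more than 1.5 times in the settings that follow, and the cause was not tested across all genes. With lane as a covariate it was 9 for WT against YFP, 2 for S280A against YFP, 1654 for S280D against YFP, 993 for S280A against WT and 1 for S280D against WT. In WT against YFP the median log2 change went from 0.856 to 0.942 for the cytokine list with lane. For the 13 mitochondrially encoded genes it went from 1.11 to 1.16. Their median SE rose from 0.221 to 0.322 and from 0.192 to 0.258. For these 2 sets the lost calls went with larger errors, not with smaller median changes. Without a filter on low counts S280A against YFP gave 278 and S280D against WT 129, by DESeq2 100 and 38, and with only the 4 libraries compared 38 and 33. The exon length offset gave 8 for S280A against YFP. An added threshold of 1.5-fold gave 2495 for S280D against YFP, 2121 for S280A against WT and 3176 for S280D against S280A. Leaving out each library in turn gave 163 to 2917 genes for WT against YFP, 2 to 131 for S280A against YFP, 917 to 4152 for S280D against YFP, 6 to 3859 for S280A against WT, 0 to 13 for S280D against WT, and 1254 to 5223 for S280D against S280A. The count of 0 was edgeR's without S280D replicate 2; with all libraries 606 genes had an unadjusted p under 0.05 and DESeq2 called 38. Deviations from the group means, matched by replicate number, correlated at 0.118 to 0.205 between the groups with a PPARα construct. Between YFP and these groups they correlated at -0.173 to -0.0916. Such weak values gave no clear pairing of the samples by replicate number. With the number as a replicate block S280D against WT gave 3 genes, and the other counts stayed within 1.5 times. Of 418 calls of genes chosen by the naming rule, 416 stayed with RLE size factors, 404 without the filter, 397 by DESeq2, 395 with the replicate block, 392 with the exon length offset, 404 after thinning, 211 with lane, and 379 of the 399 that had enough unique reads. Without WT replicate 1 it was 223, and without S280A replicate 1 401, the lowest and highest of the libraries left out, with 0 calls in the opposite direction under any setting. Of 34 list calls 25 stayed with lane, 26 on unique reads and 29 with the length offset, and 0 with an estimated correlation. Of the libraries left out, S280D replicate 2 left the fewest list calls, 24, and S280A replicate 2 the most, 31.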

Other observations

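The mitochondrially encoded genes and the intron reads described here were looked at only after the data had been seen. The 13 protein-coding genes of the mitochondrial genome, which encode subunits of the respiratory chain and ATP synthase, were all higher in WT than in YFP, with a median log2 change of 1.11, and all higher in S280D than in YFP, with a median of 1.39. In S280A against YFP the edgeR test called 0 of them, with a median of 0.35. Between constructs 11 were lower in S280A than in WT (median -0.847), 12 were higher in S280D than in S280A (median 1.06), and 0 were called between S280D and WT (median 0.217). With the exon length offset the medians over YFP were 1.17 in WT, 0.361 in S280A and 1.53 in S280D. With lane as a covariate 0 of the 13 were called between WT and YFP, at a median of 1.16, while the median SE rose from 0.192 to 0.258. In S280D against YFP and S280D against S280A all 13 were called higher with lane, and in S280A against WT 6 were called lower. Within each group the library with the higher score on the first principal component also had the larger share of mitochondrially encoded reads. A gradient between libraries other than the construct was not tested for these genes and stays open.

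Intron reads were tested in the same way as exon reads, in 12988 genes. They called 85 genes higher and 178 lower in WT than in YFP, 313 and 382 in S280D than in YFP, and 253 and 337 in S280D than in S280A. Of genes called on exon reads and tested on both, the intron change had the same sign for 81.6%, 82.1% and 77.8% in these comparisons. S280A against WT gave 1 higher and 0 lower on intron reads by edgeR, with 1981 genes at an unadjusted p under 0.05, and the same sign for 77.9%.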
